A study of Rattus norvegicus with 12 samples. Its data were reported in "Systematic identification of 3′-UTR regulatory elements in activity-dependent mRNA stability in hippocampal neurons" (2014).

How the data were processed

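Hippocampal neurons from embryonic Sprague-Dawley rats were cultured for 12 days, and 12 samples of total RNA, each pooled from 3 coverslips per the labels, were profiled on nylon filter arrays. The methods of the study instead describe the RNA of each nylon array as combined from separate experiments, so an array may already average over more than 1 experiment. All cultures were first held for 3 h in a Block cocktail of 50 µM APV, an NMDA receptor antagonist, 40 µM CNQX, an AMPA and kainate receptor antagonist, and 100 nM tetrodotoxin (TTX), a sodium channel blocker. They were then stimulated with 50 µM bicuculline (BiC), which blocks GABA-A receptors, and 500 µM 4-aminopyridine (4AP), a potassium channel blocker, or kept in Block. In 6 of the samples transcription was stopped with 25 µM actinomycin D (ActD). The labels give treatments of 5, 30 and 60 min. According to the methods of the study, stimulation lasted 5 min in every case and the later RNA was taken after it had ended, so a time here may mean either. The cultures grew on a feeder layer of glia.

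RNA was reverse-transcribed with a radioactive nucleotide and hybridized to arrays of mammalian cDNA clones. The deposited values are raw spot intensities on a linear scale, read by the authors from phosphor screens with image analysis software, with no normalization between arrays. The series matrix held the same intensity values as deposited in the raw table (100% of values identical), so it was no independent check. No column of another sample was used. The platform annotation names clones by human gene symbols, so rat RNA was measured through human cDNA sequence, and cross-hybridization between related genes was possible. Of 9600 spots, 8496 carried 1 gene symbol, 21 carried several and 1083 were unnamed here. The named spots stood for 6284 genes, of which 1488 had at least 2 clones. The raw table carries a pair of spot indices. Ribosomal protein clones, whose transcripts are abundant in every cell, had a median brightness percentile of 87.8 under the first index and 56.4 under the other, and the first was used.

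The first index was read as 384 blocks of 25 positions. Position 25 of each block held 384 unnamed spots with the lowest signal and was treated as blank, a choice made from the data. A value of exactly 10 occurred 743 times in 232 spots, although 8226 values were lower, and was taken as a placeholder written by the image software. Array medians ran from 24.53 to 69.755 intensity units, and 89.6% to 97.2% of named spots exceeded the 95th percentile of the blank spots of their array. That percentile was exactly 10, the placeholder value, in all 5 min arrays and in the 30 min arrays other than BiC/4AP. These shares are therefore not alike across arrays. The number of arrays limits the precision of all values.

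Log2 intensities were centred on each array's mean and divided by its SD, the z-score transformation of the study, then multiplied by the mean SD of the arrays, 1.75, so that differences read as log2 changes. A z-fold is the difference of these values between a BiC/4AP and a Block array divided by the SD of that difference over clones. Clones past 1.4 in the same direction without and with ActD were called co-regulated, and the count expected from independent lists was computed beside it. Because each condition had 1 array, z-folds carry no test. Group comparisons were fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with an intensity trend, two-sided, Benjamini-Hochberg adjustment, threshold 0.05). Activity and ActD over all times set 6 arrays against 6, with time and the other treatment as covariates and 7 residual degrees of freedom. Activity within each time set 2 arrays against 2 with 5 residual degrees of freedom, and the interaction of activity with ActD had 6. The spread in these fits is the disagreement between times and treatment arms, since no condition was repeated. All samples carry the same biological replicate number, so p-values measure the spread between single pooled samples, whose pooling the sources describe differently, and not the spread between repeated experiments.

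Gene lists were tested with limma camera at a preset correlation of 0.01 and again with an estimated correlation, on 1 clone per gene (the brightest), with adjustment over the 18 lists of each comparison. The lists were ribosomal proteins, proteasome, oxidative phosphorylation, axon and cytoskeleton, synaptic vesicle and release, postsynaptic and dendritic, immediate early, short-lived mRNAs, mRNA decay machinery, transcription machinery, heat shock and stress, predicted miR-326 and miR-330 targets, predicted miR-485 targets, and markers of neurons, astrocytes, oligodendrocytes, microglia, and fibroblasts and vessels. The miRNA target lists hold predicted targets of miRNAs that the study picked from its own array results. The study used nylon and Illumina arrays, so the lists may not be independent of these samples. For each list the count of members past the threshold is also given adjusted over the list alone.

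Lists, tests and the naming rule were fixed before the data were examined. For activity over all times, activity at 5 min, ActD over all times and 60 against 5 min the rule names the 10 largest rises and falls among named clones past the threshold, or the 5 with the smallest p in a direction where fewer than 5 passed. For z-folds it names the clones with the largest smaller z-fold of the 2 comparisons, 10 per direction at 5 min and 5 at the later times. It adds the measured immediate early genes, 3 members per other list, and MAPT, ARRB1, EML2 and NRDC. Other clones of these genes above the lowest 25% of intensity are given, counted or said to disagree. Clones in the lowest 25% of mean intensity (under 27.7) are not named, except VIM and ETNK1, which were added after their values were seen. Alternatives were quantile, cyclic loess and median normalization, removal of dim clones, the series matrix values, each array left out in turn, time and treatment combinations as a block, activity within the arrays with or without ActD, the mean over the clones of a gene, and other z-fold thresholds. Removal of print position and block medians, removal of blank and placeholder spots, removal of the 30 min arrays, and gene lists with single arrays left out were added after seeing the data.

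The fits were tested on simulated data with real clone means and spreads, in which 200 clones per comparison were changed. The changed clones were drawn from those above the lowest 25% of intensity. The simulated noise was independent between clones, without the position and block effects of the real arrays, so the shares recovered hold for that setting only. Between 3 (interaction) and 12 (activity over all times) unchanged clones were called per comparison. Activity over all times recovered 40% of the clones changed by 0.5 and 94% of those changed by 1 on the log2 scale. Activity at 5, 30 and 60 min recovered 0%, 4% and 6% of the clones changed by 0.5, and 56%, 22% and 36% of those changed by 1. For ActD these shares were 30% and 92% over all times and 0% and 26% at 60 min, for the interaction 4% and 30%, and for the comparison of 60 with 5 min 14% and 86%. Genome coordinates were not used here. The share of variance of the differences explained by print position and block (adjusted R squared among brighter clones) was 25% for activity over all times, 44.6%, 12.4% and 40.4% for activity at 5, 30 and 60 min, 21.5% for ActD over all times, 24.5% for the interaction, 26.6% for 60 against 5 min and 42.4% for ActD at 60 min.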

Results

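Transcript levels in rat hippocampal cultures were measured on 12 nylon arrays, 1 for each combination of time (5, 30 or 60 min), Block or BiC/4AP, and absence or presence of ActD. Median raw intensity was 24.53 to 31.765 on the 5 min arrays, 37.44 to 58.515 at 30 min and 53.53 to 69.755 at 60 min. Correlations between arrays over all spots, which are not independent replicates, were 0.902 to 0.961. The 30 min BiC/4AP array stood apart, with a median correlation of 0.913 with the others, and it decided several of the values given here. No condition had a replicate array.

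**Figure D1:**
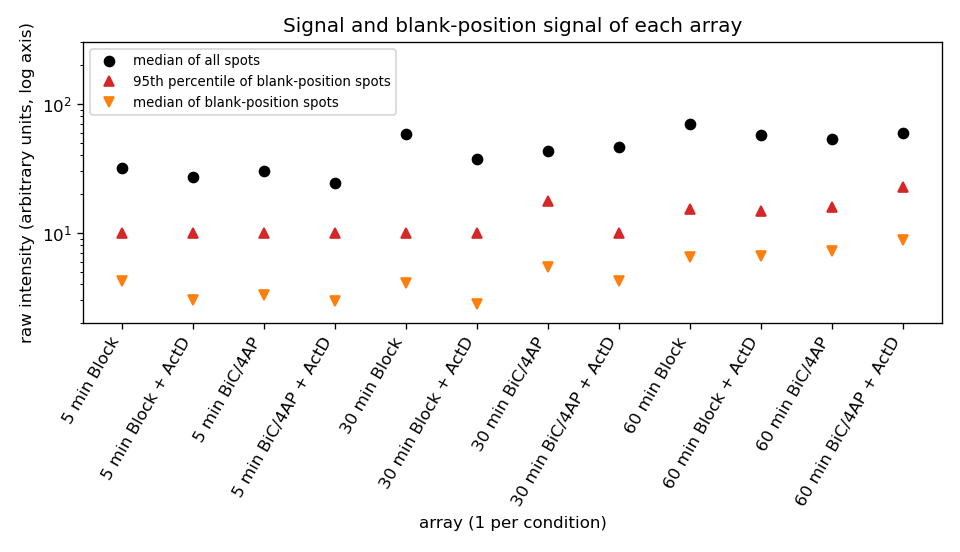
Raw intensity of each array (log axis, arbitrary units) by condition, with the median of all spots, and the median and 95th percentile of the 384 blank-position spots. Medians of all spots lie between 24.53 and 69.755 and are higher at 60 min than at 5 min.

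The first question was which transcripts differed with synaptic activity at 5 min irrespective of transcription. At 5 min, 55 clones were higher and 60 were lower with BiC/4AP past a z-fold of 1.4 both without and with ActD. They were 1.2% of all 9600 spots, which include the blank-position spots. ZYX, a focal adhesion protein, had z-folds of 1.64 without and 1.76 with ActD, and TUBB2A, a beta tubulin, had 1.49 and 2.71. VARS2, a mitochondrial tRNA synthetase, had 1.84 and 1.6, and the cell cycle factor CKS1B 2.63 and 1.4. TUBB3, the tubulin characteristic of neurons, passed with ActD only (1.36 and 1.47), as did PLEKHO2, whereas FLOT1 and ROBO3 passed without ActD only, and HINFP and ORAI3 passed neither comparison. On the lower side CGGBP1 had z-folds of -1.66 and -1.76, CYB5A -3.18 and -1.6, and ZNF607 -1.46 and -4.26. Mean intensities of the named clones that passed both ran from 27.9 (CGGBP1) to 86.7 (TUBB2A), against the naming cut of 27.7. The ribosomal protein clones RPS24 (-1.66 and -1.39), RPL21 (-1.14 and -1.18) and RPS6 (-1.21 and -1.14) did not pass both, nor did KDM4A, AATF, DSTN and HNRNPH1. Of these genes 8 had other clones above the lowest intensities, 12 in all, and 5 of the 12 lay in the same direction in both comparisons but 0 were co-regulated. The other clones of ZYX, VARS2, CKS1B and RPS6 did not share the direction in both, nor did 1 of 3 of HINFP.

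The 115 co-regulated clones at 5 min exceeded the 30.6 expected from independent lists, but 104 clones passed in opposite directions against 30.2 expected. These counts and the SD that scales the z-folds include blank and placeholder spots. Without such spots 144 clones passed in the same direction (61.2 expected) and 81 in opposite directions (59.8 expected). Without the dimmest 25% of clones, 134 passed in the same direction (65.4 expected) and 33 in opposite directions (64.7 expected). The correlation of the z-folds without and with ActD was 0.0516 over all clones and 0.185 over the brighter clones, which are not independent replicates. With position and block medians removed as well it was 0.0784 over the brighter clones, and 130 passed in the same direction (71.4 expected).

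At 30 min, 74 clones were higher and 43 lower in both comparisons, against 33.8 expected in all, with 85 in opposite directions. RBM22 (1.8 and 1.69) and POLR3D (1.51 and 2.1), a subunit of RNA polymerase III, were the highest named clones above the lowest 25% of intensity, and RING1, DAP3 and RAP2C passed 1 comparison each. The lowest among such clones were C12orf57 (-5.1 and -2.09), RPL41 (-2.47 and -2), TWF2 (-2.08 and -1.99), RPL31 (-3.82 and -1.93) and TMSB4X (-2.15 and -1.93). TWF2 and TMSB4X encode actin monomer binding proteins, and RPL41 and RPL31 encode ribosomal proteins. A second clone of RPL41 was co-regulated too (-1.73 and -1.94), the 1 such case among 8 other clones of these genes, of which 5 lay in the same direction in both comparisons. The other clones of POLR3D were not higher without ActD (-1.07 and -0.36), and those of TWF2 were at -0.06 and -0.21 and at 0.12 and 1.25. Among brighter clones at 30 min, 170 passed in the same direction (76.3 expected), and 235 (74.6 expected) with position and block medians removed. Both Block arrays of 30 min came before both BiC/4AP arrays in array number, so this repeat cannot be told apart from array order.

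At 60 min, 96 clones were higher and 58 lower, 154 against 35.8 expected, with 87 in opposite directions. ZFP36L1, an RNA-binding protein that promotes decay of AU-rich mRNAs, had z-folds of 2.65 and 3.11. FAM181A, AHCYL1, HNRNPK and RXRA followed without passing both. TRAP1 (-2.5 and -2.39), ALDH3A1 (-2.16 and -2.44), FDPS (-1.97 and -1.8), COPS4 (-1.64 and -1.93) and PFDN1 (-2.14 and -1.57) were lower. TRAP1 is a mitochondrial chaperone and FDPS an enzyme of isoprenoid synthesis. The named clones that passed both comparisons at 60 min were dim. Their mean intensities ran from 31.3 (COPS4) to 38.1 (FDPS), with ZFP36L1 at 32.4, close to the naming cut of 27.7. Of 5 other clones of these genes, 1 (of ALDH3A1) lay in the same direction in both comparisons and 0 were co-regulated, and those of HNRNPK, RXRA and COPS4 did not share the direction. Among brighter clones at 60 min, 114 passed in the same direction (74.1 expected) and 60 in opposite directions (65.9 expected). With position and block medians removed as well, these counts were 93 (75.7 expected) and 71 (68.6 expected), and the correlation of the z-folds was 0.0206 instead of 0.132.

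**Figure D2:**
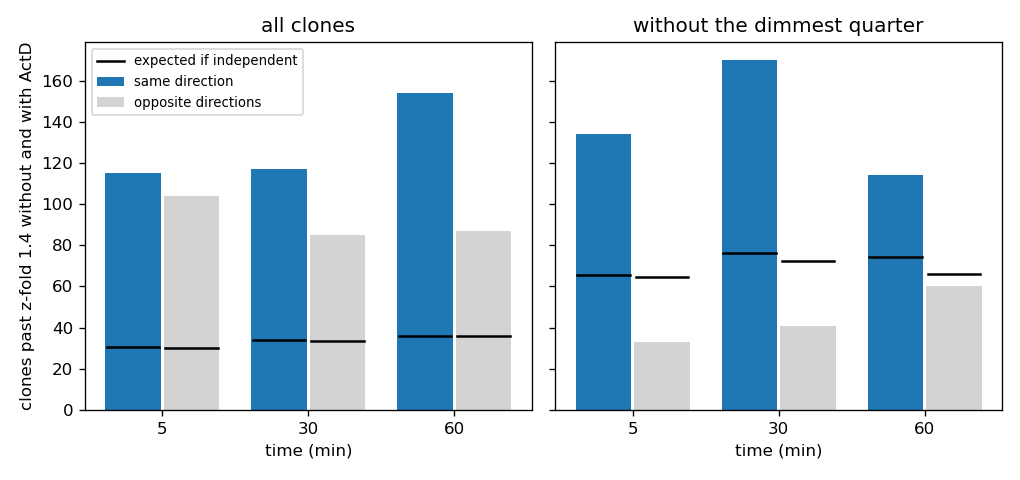
Number of clones past a z-fold of 1.4 without and with ActD in the same direction (blue) or in opposite directions (grey) at each time in min, over all clones and without the dimmest 25%, with black lines at the counts expected from independent lists. Over all clones both counts exceed expectation at 5 min (115 and 104), whereas among brighter clones the same-direction count does (134) and the opposite-direction count does not (33). The z-folds of brighter clones were scaled by the SD over those clones. All clones here include blank and placeholder spots.

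Activity was then compared over all times, 6 BiC/4AP against 6 Block arrays. Among named clones above the lowest 25% of intensity, those with the smallest p in the upward direction were AHCYL1, APP, FADS1, SMOC1 and RPRM, with differences of 0.38 to 0.7. APP, the amyloid precursor protein, was at 0.41 ± 0.12 (SE), above 0 in 6 of 6 pairs of arrays (limma adjusted p = 0.78). In the downward direction they were AKT1S1, HILPDA, ARRDC1-AS1, ARF1 and MRPS10. AKT1S1, an inhibitor of mTOR complex 1, was at -0.61 ± 0.12 (SE), below 0 in 6 of 6 pairs (adjusted p = 0.78), and its other clone was at -0.3. The other clone of HILPDA was at 0.17 and that of ARF1 at -0.11. The immediate early genes, which neuronal activity induces through transcription, had 36 clones of 26 genes between -1.29 and 0.37, 21 of them above 0, with a smallest adjusted p of 0.78. FOS was at -0.09 ± 0.13 (SE), ARC at -0.02 ± 0.15, NR4A1 at 0.03 ± 0.13 and HOMER1 at 0.23 ± 0.13. Clones of JUNB, JUN, FOSL1, FOSL2, IER2, IER3, IER5, CCN1, KLF6, INHBA, ATF3, GADD45A, GADD45G, DUSP2, DUSP6 and MAFF above the lowest intensities lay between -0.2 (KLF6) and 0.32 (JUNB). The comparison over all times includes the arrays with ActD, where transcription was stopped, so it cannot show whether activity induced the immediate early genes. In the 30 min pair without ActD their median was 0.17, with 10 of 26 genes lower. In the 60 min pair without ActD it was -0.02, with 15 lower. With ActD it was -0.08 at 30 min and -0.04 at 60 min. Single pairs carry no test. The astrocyte marker VIM, of low intensity and named after its value was seen, was at 0.58 ± 0.16 over all times and passed adjusted over the list alone. No clone passed the threshold in limma over all clones, and 448 clones had an unadjusted p under 0.05 where 480 would be expected by chance.

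At 5 min alone, SQSTM1, an autophagy receptor, was at 1.2 ± 0.27 (SE), and DHPS, ATP6V1G2-DDX39B, PYCR1 and ZYX were at 0.88 to 1.15, above 0 in 2 of 2 pairs each (limma adjusted p = 0.97). SQSTM1 passed when adjusted over the list alone, in the heat shock and stress list, but its other clone above the lowest intensities was at -0.41. The other clone of DHPS was at -0.05 and those of ZYX at 0.22 and -0.33. KDM4A, ATP5F1E, ZNF607, HMG20B and POU2F2 had the smallest p among lower named clones above the lowest 25% of intensity, from -0.61 to -2.52 (adjusted p = 0.97), and the other clone of HMG20B was at -0.07. The growth cone protein GAP43 was at 0.9 ± 0.31 (SE) and TUBB3 at 0.78 ± 0.23, with its other clone at 0.62. TMSB4X was at 0.94 ± 0.32 in one clone and -0.08 in the other. MAPT, which encodes the axonal protein tau, was at 0.15 ± 0.25, ARRB1 at 0.2 ± 0.26 and NRDC at -0.05 ± 0.25, and EML2 was not analysed here. Over all clones 0 passed in limma at 5 min and 461 had an unadjusted p under 0.05. Without the 5 min BiC/4AP array 7 clones passed.

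None of the 18 gene lists passed at 5 min. In the axon and cytoskeleton list 24 of 49 genes were above 0 (limma camera adjusted p = 0.86, with a median of -0.03 although the test leaned upward). The synaptic vesicle list had 22 of 46 above 0 (adjusted p = 0.64, with a median of -0.02 and an upward test), among them CLTB at 0.54 ± 0.22 (SE), whereas SYNGR1 was at -0.64 ± 0.21. The predicted miR-485 targets had 45 of 79 above 0 (adjusted p = 0.76), with THTPA at 0.75 ± 0.23. ETNK1, a clone of low intensity named after its value was seen, was at -1.59 ± 0.32 and passed adjusted over the list alone. The predicted miR-326 and miR-330 targets had 46 of 87 above 0 (adjusted p = 0.96), with BTRC at -0.53 ± 0.2. The study chose these miRNAs from its own array data, so the target lists may not be independent evidence. Ribosomal proteins had 42 of 58 below 0 at 5 min (adjusted p = 0.5, and adjusted p = 0.96 with an estimated correlation). At the preset correlation this list passed without the 5 min Block + ActD array (2.3e-07), without the 30 min BiC/4AP array (0.017) and without the 30 min BiC/4AP + ActD array (0.017). Print block and position accounted for 44.6% of the variance of the 5 min difference among brighter clones.

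Ribosomal protein transcripts were lower with activity as a group. Over all times 47 of 58 genes were below 0, with a median of -0.22 (limma camera adjusted p = 1.4e-05, and adjusted p = 0.75 with an estimated correlation). RPL41 (-0.55 ± 0.23, SE, with other clones at -0.31 and -0.37), RPL36A (-0.5 ± 0.23) and RPL39 (-0.38 ± 0.18) had the smallest p, and 0 members passed in limma over all clones or adjusted over the list alone. At 30 min 52 of 58 genes were below 0, with a median of -0.53 (adjusted p = 2.3e-10, and adjusted p = 0.71 with an estimated correlation). RPL7 was at -1.15 ± 0.26 (SE) in its brightest clone and at -1.05 and 0.10 in the others, RPL19 was at -0.86 and -0.96, and RPL23 at -0.97 ± 0.29. RPL7 passed when adjusted over the list alone. The list median was -0.91 in the 30 min pair without ActD and -0.11 in the pair with ActD, and between -0.27 and 0.04 in the pairs of 5 and 60 min. Without the 30 min BiC/4AP array the adjusted p was 0.42 over all times and 0.84 at 30 min.

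At 30 min the axon and cytoskeleton list was also lower, with 36 of 49 genes below 0 and a median of -0.15 (limma camera adjusted p = 0.012, and adjusted p = 0.38 with an estimated correlation). The kinase gene CDK5 was at -0.91 ± 0.21 (SE), the 1 member that passed adjusted over the list alone, TMSB4X was at -1.23 and -0.81 in its 2 clones, and MARCKSL1 at -0.7 ± 0.25. The proteasome list had 21 of 30 genes below 0 and a median of -0.19 (adjusted p = 0.038, and adjusted p = 0.38 with an estimated correlation). The subunits PSMC2 (-0.82 ± 0.23) and PSMA6 (-0.87 ± 0.24) were below 0, whereas PSME1, an activator subunit, was at 0.8 in its brightest clone and -0.32 in the other. Oxidative phosphorylation genes had a median of -0.13 (adjusted p = 0.057). Of the synaptic vesicle genes SCAMP3 was at -1.18 ± 0.24 and passed adjusted over the list alone, but its other clones were at -0.47 and 0.25. MAPT was at -0.64 ± 0.25 (adjusted p = 0.46). Both list calls had adjusted p = 0.84 without the 30 min BiC/4AP array, without the 30 min Block array they had 0.072 and 0.095, and the proteasome list had 0.079 without the 30 min Block + ActD array.

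Over all clones 0 passed in limma for activity at 30 min, and 949 had an unadjusted p under 0.05. In this comparison, activity at 30 min, 1162 clones passed when the 30 min BiC/4AP + ActD array was left out, so that the BiC/4AP array alone stood for activity. For activity at 60 min 0 clones passed and 481 had an unadjusted p under 0.05, and 9 clones passed without the 60 min BiC/4AP array. ZFP36L1 was at 1.56 ± 0.23 (SE) at 60 min (adjusted p = 0.11 over all clones) and was the 1 short-lived mRNA that passed adjusted over the list alone. All 18 lists missed the threshold at 60 min (smallest camera adjusted p = 0.86). The cultures also held glia of the feeder layer, and no marker list passed at 30 min. Neuron markers had a median of -0.09 and astrocyte markers 0.08 (adjusted p = 0.84 for each), and microglia, oligodendrocyte, and fibroblast and vascular markers had adjusted p of 0.84, 0.84 and 0.72.

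**Figure D3:**
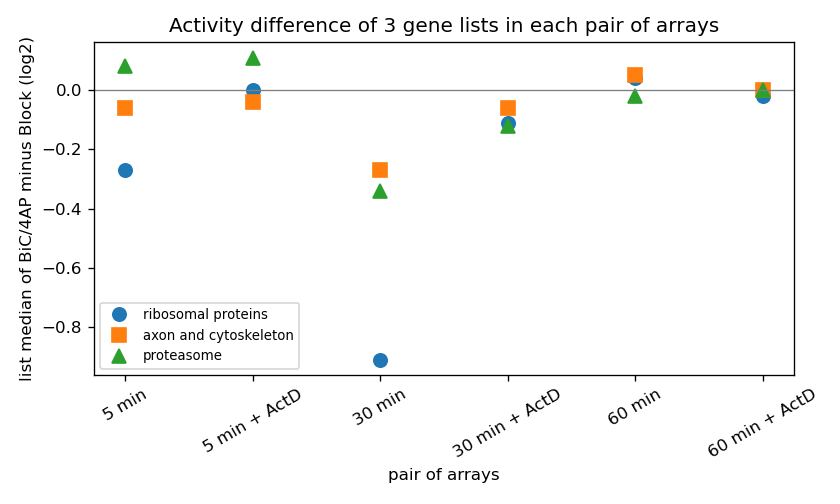
Median log2 difference between BiC/4AP and Block of the ribosomal protein, axon and cytoskeleton, and proteasome lists in each of the 6 pairs of arrays. The ribosomal protein list is at -0.91 in the 30 min pair without ActD and between -0.27 and 0.04 in the others.

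ActD was compared over all times to find transcripts lost when transcription was blocked. Because each array was centred on its mean and scaled by its SD, only a loss relative to other transcripts could be seen. A loss shared by all transcripts would have been removed. Ribosomal proteins were higher with ActD in 47 of 58 genes, with a median of 0.15 (limma camera adjusted p = 0.0013, and adjusted p = 0.92 with an estimated correlation). The respiratory chain genes NDUFC2 (0.69 ± 0.16, SE, 6 of 6 pairs) and NDUFS4 (0.44 ± 0.15) and the mitochondrial carrier SLC25A3 (0.42 ± 0.13) were among the 5 named clones above the lowest 25% of intensity with the smallest p in the upward direction, with AKT1S1 and CDC20, and NDUFC2 passed adjusted over the list alone. ANXA2, IGHM, DBNDD2, PLAT and CHRM1 had the smallest p among lower clones of that intensity, from -0.37 to -0.53 (limma adjusted p = 0.99 for all 10). Of 25 other clones of these 10 genes 10 lay in the same direction, and the other clones of ANXA2 ran from -0.02 to 0.47, those of IGHM from -0.11 to 0.27 and those of CDC20 from -0.09 to 0.03, with that of PLAT at 0.12. Short-lived mRNAs, which would decay first, had 18 of 31 genes above 0 (camera adjusted p = 0.92), and immediate early genes 14 of 26 (adjusted p = 0.92). In limma 0 clones passed, and 225 had an unadjusted p under 0.05 where 480 would be expected. The ribosomal call was lost without each of 5 arrays. The adjusted p was 0.14 without 30 min Block + ActD, 0.98 without 30 min BiC/4AP, where the direction of the test turned downward, 0.48 without 30 min BiC/4AP + ActD, 0.091 without 60 min Block and 0.054 without 60 min BiC/4AP + ActD. Without the 30 min arrays the test was downward too (0.49).

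At 60 min, after the longest block of transcription, ActD again left 0 clones past the threshold in limma, with 448 at an unadjusted p under 0.05, and 11 clones passed when the 60 min Block array was left out. For the interaction of activity with ActD 0 clones passed and 248 had an unadjusted p under 0.05. Ribosomal proteins had an interaction median of 0.31, above 0 in 49 of 58 genes (camera adjusted p = 2.2e-05, and adjusted p = 0.78 with an estimated correlation), so that the activity difference was lower without ActD than with it. This call was lost without the 5 min Block + ActD array (0.094), the 30 min BiC/4AP array (0.86) or the 30 min BiC/4AP + ActD array (0.073). Without the 30 min BiC/4AP array the postsynaptic and dendritic list passed instead (adjusted p = 0.031). Over all arrays this list had adjusted p = 0.34, and adjusted p = 0.78 with an estimated correlation.

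Between 5 and 60 min 877 clones rose and 1002 fell, 19.6% of all clones. Among named clones above the lowest 25% of intensity the largest rises were STAT6 (1.48 ± 0.28, SE), LINC00473, SEMA5B, CBX3, REEP5, IFNAR2, NECAB1, NMNAT2, FXYD6 and ARHGEF16. Their fitted changes were 1.35 or higher on the log2 scale, and each clone was above 0 in 4 of 4 pairs. SEMA5B encodes a semaphorin, a class of axon guidance proteins, and NMNAT2 an NAD-synthesizing enzyme needed for axon survival. The largest falls among named clones of that intensity were ZXDC (-3.13 ± 0.44), ZNF446, NARF, NDUFB11, CFP, C12orf57, NDUFA3, HCLS1, CORO1C and PHGDH. Their fitted changes were -2.46 or lower, and each clone was below 0 in 4 of 4 pairs. NDUFB11 and NDUFA3 encode complex I subunits, CORO1C an actin-binding protein and PHGDH an enzyme of serine synthesis. The adjusted p in limma was at most 0.019 for these 20 clones. All are named by the human gene of the clone, so a spot such as that of LINC00473 may have bound another rat transcript. The second clone of STAT6 rose as well (1 ± 0.21), but the other clones of NARF (-0.03) and PHGDH (-0.28 and -0.14) did not pass. With cyclic loess 34.8% of the calls were rises and with median centring 29.7%, against 46.7% here.

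For the gene lists, each gene is given by its brightest clone between 5 and 60 min. Of 49 axon and cytoskeleton genes 14 fell and 1 rose, the same counts as adjusted over the list alone (limma camera adjusted p = 0.093). KIF1A, an axonal transport motor, fell (-1.44 ± 0.19, SE), as did TUBA1B (-1.15 ± 0.2). The brightest clone of CDC42 fell (-1.73 ± 0.2), but another rose (0.67) and the remaining one was at -0.32. In the postsynaptic and dendritic list 7 of 16 fell and 1 rose, 8 and 2 adjusted over the list alone (adjusted p = 0.093). CAMK4 fell (-1.43 ± 0.21), STAU2, an RNA transport protein, rose by 0.66 ± 0.14 (other clone 0.38), and PPP1CB was at -1.24 in the brightest clone and 0.45 in the other. Of 46 synaptic vesicle genes 8 rose and 7 fell, 9 and 8 adjusted over the list alone (adjusted p = 0.78), with falls of CLTB (-1.23 ± 0.17), SNAP29 (-1.15 ± 0.16) and VAMP4 (-1 ± 0.18), whose other clones, of low intensity, were at 0.68 for CLTB and -0.02 for VAMP4.

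Among cell type markers between 5 and 60 min, 2 neuron markers rose and 2 fell, as they did adjusted over the list alone (camera adjusted p = 0.97). NDRG4 (1.11 ± 0.21, SE) and CALB1 (0.99 ± 0.21) rose, and CHGA fell in its brightest clone (-1.08 ± 0.18), with its other clones at 0.18 and 0.40. Of 17 astrocyte markers 4 fell and 1 rose, 4 and 4 adjusted over the list alone (adjusted p = 0.78), among them ALDOC (-1.14 ± 0.17) and GFAP (-0.53 ± 0.16). GLUL fell in 2 clones (-0.75 and -0.51), while the other two were at 0.15 and 0.45. Of the microglia markers 3 fell and 1 rose (adjusted p = 0.19), with CTSD at -1.31 ± 0.18, CYBA at -1.11 ± 0.18 and C1QB at -0.96 ± 0.22. Of the fibroblast and vascular markers 4 fell and 1 rose (adjusted p = 0.78), including FN1 (-2.44 ± 0.21), ACTA2 (-1.07 ± 0.19) and S100A6 (-0.76 ± 0.17). Of the oligodendrocyte markers 3 rose and 1 fell (adjusted p = 0.78), with CNP at 0.85 ± 0.21, FA2H at 0.6 ± 0.15 and MAL at 0.5 ± 0.13 in their brightest clones, and another CNP clone at 0.35. The counts for microglia, fibroblast and oligodendrocyte markers were the same adjusted over the list alone.

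In the mRNA decay list 7 fell and 4 rose between 5 and 60 min, 7 and 5 adjusted over the list alone (camera adjusted p = 0.78, a downward test although the median was 0.05). AGO2, the miRNA effector, fell in its brightest clone (-1.64 ± 0.15, SE) and was at 0.44 in the other, LSM6 fell (-1.2 ± 0.18) and EXOSC4 rose by 1.11 ± 0.18. Of the predicted miR-326 and miR-330 targets 9 rose and 10 fell, 10 and 11 adjusted over the list alone (adjusted p = 0.78), with falls of FAIM2, AAK1 and ZMIZ1 from -0.99 to -1.36. Of the predicted miR-485 targets 9 rose and 10 fell in both counts (adjusted p = 0.8), with falls of NUCB1 (-1.05 and -0.6 in its 2 clones), COPS7B and RARA. Of 26 immediate early genes 6 fell and 3 rose, 7 and 4 adjusted over the list alone (adjusted p = 0.78). FOSL2 (-1.12 ± 0.18), MAFF (-0.89 ± 0.17) and ARC (-0.84 ± 0.18) fell, as did IER5 (-0.44) and IER2 (-0.41), and DUSP2 rose by 0.54 ± 0.15. DUSP6 rose in 1 of 3 clones (0.72). One clone of JUN fell (-0.65) and the other was at 0.03, and the clones of IER3 were at 0.87, which passed, and 0.31. Of the short-lived mRNAs 5 fell and 2 rose in both counts (adjusted p = 0.97, a downward test with a median of 0.08), including ZFP36 (-0.88 ± 0.16), another decay factor of AU-rich mRNAs. NRDC rose by 0.68 ± 0.17 (limma adjusted p = 0.011), whereas MAPT was at 0.08 ± 0.2.

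Housekeeping groups went both ways between 5 and 60 min. Of the ribosomal proteins 6 fell and 5 rose in both counts (camera adjusted p = 0.8). The brightest clone of RPL14 fell (-1.8 ± 0.16, SE), but the other two rose (0.69 and 0.56), and the other clones of RPL27A, which fell in its brightest (-0.89), were at -0.15 and 0.07. Of the proteasome genes 5 fell and 3 rose in both counts (adjusted p = 0.78), with PSMA1 at -0.8 ± 0.16, PSMD2 at -0.72 ± 0.16 and PSMD11 at -0.83 ± 0.2 in their brightest clones, while none of their other clones passed. Of the oxidative phosphorylation genes 6 fell and 3 rose in both counts (adjusted p = 0.78, a downward test with a median of 0.01), with falls of NDUFA3 and ATP5MF (-1.29 ± 0.17) and a rise of SDHD (1.11 ± 0.21) in its brightest clone, with others at 0.07 and 0.35. Of the heat shock and stress genes 6 rose and 6 fell, 7 and 7 adjusted over the list alone (adjusted p = 0.97). HSP90AB1 fell in its brightest clone (-1.58 ± 0.17) and ranged from -0.25 to 0.37 in the others, HSPB1 fell in its brightest (-1.09 ± 0.2) and was at 0.12 in another, and DDIT4 fell in one clone (-1.01) and rose in the other (0.57). Of the transcription machinery 2 rose and 2 fell, 0 and 2 adjusted over the list alone (adjusted p = 0.94), including TAF11 (-1.21 ± 0.15), POLR2L (-0.66 ± 0.14, with another clone at -0.3) and SUPT4H1 (0.54 ± 0.17).

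The arrays of each time had consecutive numbers, so time and array batch cannot be told apart for the comparison of 60 min against 5 min. At 30 and at 60 min both Block arrays also came before both BiC/4AP arrays in number. Activity at these times therefore cannot be told apart from array order. At 5 min the BiC/4AP arrays lay between the Block arrays. Without the 5 min BiC/4AP array 1193 clones passed, and without the 60 min BiC/4AP + ActD array 1241. Over 1058 genes with 2 clones above the lowest intensities, the correlation between clones of a gene was 0.54 for mean intensity and 0.0694 for the change between 5 and 60 min, where the central range of shuffled pairings ended at 0.059 and the highest was 0.092. For the activity difference it was 0.204 at 30 min (highest shuffled 0.1) and 0.152 over all times (highest shuffled 0.11), but 0.0692 at 5 min and 0.0565 at 60 min (highest shuffled 0.08 and 0.085). The differences at 30 min and over all times include the 30 min BiC/4AP array, which stood apart. Agreement between clones therefore cannot tell activity from a difference of that single array. Genes and clones are not independent replicates.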

Values the study reported

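The study reported that fewer than 5% of all genes were regulated post-transcriptionally after 5 min of activity, at a z-fold threshold of 1.4 applied without and with actinomycin D. Its ontology analysis, made on another platform (Illumina arrays) at a z-fold threshold of 1.3, used 410 downregulated and 148 upregulated genes. The nylon arrays were described as holding approximately 16 800 clones.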

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

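The batch test, the single-array test, the brightness and dim-spot tests, the tests of print position on the calls and on the ribosomal list, the count of pairs, the comparison of called clones of a gene and both tests of the 5 min correlation were chosen after these or closely related values were seen. The splits of the arrays were decided before their results were seen.

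The activity difference of ribosomal protein transcripts differed between arrays with and without ActD (interaction, limma camera adjusted p = 2.2e-05, with an adjusted p of 0.78 at an estimated correlation). It also differed between 30 and 5 min (adjusted p = 0.0044) and between 60 and 30 min (adjusted p = 2.3e-08). The difference between 60 and 30 min passed as well for axon and cytoskeleton genes (adjusted p = 0.015) and oxidative phosphorylation genes (adjusted p = 0.039). With an estimated correlation these time differences had adjusted p of 0.85, 0.71, 0.53 and 0.53.

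For the fall of ribosomal protein transcripts with activity over all times, the camera adjusted p was 1.4e-08 after cyclic loess. It was 2.3e-06 after position and block medians were removed, so at the preset correlation the call was kept in both settings. A trend with brightness and print position nevertheless stay open, because splits of the arrays often gave p-values as small, as given below. The estimated correlation within the list was 0.44, and the adjusted p with it was 0.75. The call rested on 1 array: the adjusted p was 0.42 without the 30 min BiC/4AP array and at most 0.016 without any other. The list median was below 0 in 4 of 6 pairs of arrays, so an effect of synaptic activity stays open. Chance was not excluded, because 35 of 100 splits of the 12 arrays gave as small a camera p as the real 8e-07, with 8.8e-23 the smallest of the others. Such splits suggest that ribosomal protein transcripts vary together between single arrays.

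For the 1879 clones that changed between 5 and 60 min, 1 of 35 splits of the 8 arrays, the real one, reached that count. The highest other had 0 calls. This argues against chance but cannot exclude it, since 1 of 35 is the smallest share the test can give. The other splits each mixed arrays of both times, so the test cannot tell time from array batch. Print position and a smooth trend with brightness as whole causes are argued against. With position and block medians removed 54.5% of the called clones stayed called, and with cyclic loess 79.8%. Cyclic loess removes only a smooth trend, so it cannot exclude a cause that moved bright spots both up and down. Among the named clones STAT6 rose and NARF fell, and both were bright (mean intensity 3020 and 1740). ZXDC fell too and was at 44.5. A change of transcript level as the account of all these clones is argued against as well, because the 2 brightest called clones of a gene moved the same way in 57.6% of 118 genes, within the 40.7% to 59.3% of shuffled clones, although single genes may differ, as TUBA1B does with 13 of 13 clones lower. Over 1058 genes, called or not, the change correlated between 2 clones at 0.0694. That is above the central range of shuffled pairings but not above their highest, 0.092. A difference between array batches stays open, since 0 pairs of times overlapped in array number, and time and batch cannot be told apart.

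For the z-folds at 5 min, dim spots are a candidate source of the opposite-direction clones, whose count was 33 without the dimmest 25% of clones against 64.7 expected. With position and block medians removed as well it was 66 against 73.1 expected, again no excess, while 130 clones passed in the same direction against 71.4 expected. The remaining repeat of the activity difference among brighter clones, a correlation of 0.185, was 0.0784 with position and block medians removed, which leaves print position open as part of it. The 5 min difference correlated between 2 clones of a gene at 0.0692, above the central range of shuffled pairings but not above the highest of them, 0.08. Synaptic activity therefore stays open too.

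In limma 0 clones passed for activity and for ActD over all times, with 448 and 225 at an unadjusted p under 0.05. Any split reaches a count of 0, so that the 100 of 100 splits that did so in each comparison test nothing, and the highest other counts were 3 and 24.

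For the higher ribosomal protein levels with ActD chance was not excluded, because 46 of 100 splits gave as small a camera p as the real 7.3e-05, with 1.3e-26 the smallest of the others.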

How the results depend on the processing

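The tests with print position medians removed, without blank and placeholder spots, without the 30 min arrays, and of gene lists with single arrays left out were chosen after seeing the data. No paired analysis was possible because all samples carry 1 replicate number, so that the number pairs no arrays. Matching arrays by their combination of time and the other treatment as a block was possible and gave 0 calls for activity and for ActD. The series matrix values gave the same results. Activity over all times, ActD over all times and their interaction had 0 calls under all normalizations and left-out arrays tried. Leaving out single arrays moved the counts from 0 to 7 for activity at 5 min, 0 to 1162 at 30 min and 0 to 9 at 60 min, 0 to 11 for ActD at 60 min and 1193 to 2344 for 60 min against 5 min. Where such an array leaves an arm with 1 sample, that sample is assumed to vary like the others, and the cause was not tested. With print position and block medians removed, 1 clone passed for activity at 60 min. At a z-fold threshold of 2, fewer clones were co-regulated by construction: 51, 51 and 78 at 5, 30 and 60 min. The correlation of z-folds was 0.185 at 5 min and 0.227 at 30 min without the dimmest 25% of clones, and 0.124 and 0.159 without blank and placeholder spots. With position and block medians removed it was 0.00315 at 5 min and 0.0629 at 60 min, but 0.104 at 30 min against 0.0963 without the removal, and among brighter clones at 30 min it was 0.279. At 60 min it was 0.0992 with quantile and 0.0917 with cyclic loess normalization. With an estimated correlation, 0 gene lists passed for activity over all times, activity at 30 min, ActD over all times and the interaction, and without the 30 min arrays 0 passed for activity and ActD over all times, whereas for the interaction the postsynaptic and dendritic list passed (adjusted p = 0.011) and ribosomal proteins were at 0.57. Leaving out single arrays gave 0 to 1 lists for activity over all times, activity at 5 min, the interaction and ActD at 60 min, 0 to 4 for activity at 30 min and 0 to 2 for ActD over all times. Oxidative phosphorylation genes, at 0.057 for activity at 30 min, passed with quantile (0.047) and cyclic loess normalization (0.046), the mean over clones (0.019) and position medians removed (0.027). The ribosomal list kept its call for activity over all times under those settings (3.6e-09 to 2.3e-06). For 60 min against 5 min, 1700 of the called clones were shared with quantile, 1500 with cyclic loess, 1445 with median centring and 1024 with position medians removed. Among values of named clones with 1 array left out, 3139 kept direction and call, 221 changed sign while not called, 42 lost the call and 6 gained it. With position medians removed these numbers were 218, 58, 7 and 1. No called change of a named clone reversed under the settings tried. Signal limits these arrays, since 232 spots held placeholder values.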

Other observations

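The genes described here were chosen after seeing the data, as those with at least 5 clones above the lowest 25% of intensity, 41 genes in all. Between 5 and 60 min all 13 clones of TUBA1B, an alpha tubulin, were lower, by a median of -0.42 and from -1.15 to -0.16, and 5 of them passed. This direction held in 13 of 13 clones under quantile, cyclic loess and median normalization and with print position medians removed. All 5 ACTB clones were lower too (median -0.37, 1 passed), under each of those settings. The count for ACTB covers clones above the lowest 25% of intensity. The other cytoplasmic actin, ACTG1, was higher in 7 of 9 clones (median 0.31, 0 passed), with 0 to 2 clones lower under those settings. Clones of one gene share their arrays and are not independent. For FTL, the ferritin light chain, 7 of 8 clones were lower and 3 passed.

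In the 30 min activity comparison RPL3 was lower in 11 of 11 clones (median -0.64), RPL9 in 5 of 5 (median -0.8), RPS3A in 8 of 8 (median -0.36) and EEF1A1, a translation elongation factor, in 8 of 9 (median -0.62). NPM1, a nucleolar protein of ribosome assembly, was lower in 11 of 11 (median -0.38) and PPIA, a peptidyl-prolyl isomerase, in 5 of 5 (median -1.22). These counts were the same under quantile, cyclic loess and median normalization. RPL13 and RSL24D1 were lower in 5 of 7 clones each, whereas RPL4 and RPS2 were lower in 4 of 7 each, with medians of -0.01 and -0.02. In the pair without ActD the medians of RPL3, RPL9 and PPIA were -0.94, -1.31 and -2.34, and in the pair with ActD, which does not include the 30 min BiC/4AP array, -0.2, -0.25 and -0.22, with 11 of 11, 5 of 5 and 3 of 5 clones lower. For EEF1A1 and NPM1 they were -1.32 and -0.62 without ActD, and -0.09 and -0.08 with it, where 6 of 9 and 8 of 11 clones were lower. RPS3A was at -0.76 without ActD and 0.1 with it, where 1 of its 8 clones was lower.

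The raw table held 9600 spots. That is lower than the number of clones quoted from the study above.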
